A study of Mus musculus with 28 samples. Its data were reported in "Gene expression signature of cerebellar hypoplasia in a mouse model of Down syndrome during postnatal development" (2009).

How the data were processed

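Cerebellar RNA of Ts1Cje and euploid mice was compared on 28 two-colour spotted arrays, each with 1 mouse of either genotype, and Ts1Cje on Cy5 on 14 of them. The series record states that the mice of an array were of opposite sex; the labels give no sex, so none was assigned. The deposited values are log2 ratios of Cy5 over Cy3, which the authors computed from background-subtracted median pixel intensities and normalized within each array by local LOWESS, after removing control spots, irregular spots and spots near the background, which are missing values here. The raw images were not used here. Array medians lay between -0.03 and 0.03 and array standard deviations between 0.42 and 1.76.

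The data held 25344 probes, of which 20626 had 1 gene symbol in the annotation given, 0 had several and 4718 had none. Symbols were brought to current names through the accession (15682), as current (2966), through an older symbol (1694) or kept (27), and 257 spots of 1 symbol that was present in more than 100 copies were left out as controls. The annotation's V1ri10 is written Vmn1r216, its current symbol in the gene table given; the fixed list had named it as another receptor of that family. Pcp4 and 1700021N20Rik of the study's list of constant genes had no probe here. Its Hspy2l is an older symbol of Hsfy2 in the gene table given; lists were matched by current and array symbols only, so Hsfy2 was tested but not counted in that list, the only member missed in this way. Probes of the same gene were averaged per array, which gave 23219 genes and unnamed probes, 1667 of them from more than 1 probe. One was tested when it had a value on at least 14 arrays and left at least 5 residual degrees of freedom, which held for 22225, 18298 of them with a symbol; 994 had too few arrays. The prior degrees of freedom of the variance were 2.74 and the median residual standard deviation was 0.82.

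The fit took the 7 parameters of the ANOVA in the methods, euploid development from P0 to P3, P7 and P10 and the Ts1Cje minus euploid difference at each of the 4 stages, with no dye or batch term, in limma 3.58.1 under R 4.3.3 (package data.table, version 1.17.8), with moderated variances and Benjamini-Hochberg adjustment at 0.05. The mean of the 4 stage effects and their differences (a moderated F test) were tested in the same fit. Unadjusted p below 0.05, the threshold of the study, was counted beside it, and the ANOVA without moderation was run as an alternative. In the alternative fit with a dye term, that term passed at an adjusted p below 0.05 for 1781 genes and unnamed probes. The main fit leaves such a dye effect in its residual spread. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The mice are individual animals; the labels carry no litters and the study's list of samples by litter was not used here, so each p measures the spread between these samples. One P7 array gives P7 in its source name and P3 in its stage label for the euploid mouse; it was taken as P7.

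For the lists of genes in 3 copies, in 2 copies on proximal Mmu16, in 1 copy on Mmu12 and beside that segment, the mean over members was formed per array and tested by sign flips of the 16 same-stage arrays, all of them enumerated, two-sided; between stages the arrays were permuted 100000 times. The 29 lists were compared with all other genes by cameraPR, with a correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists within each contrast. They were the 4 dosage lists; the study's constant genes, its external granule layer genes and its qPCR panel; markers of granule cell precursors, granule neurons, Purkinje cells, GABAergic interneurons, astrocytes and Bergmann glia, oligodendrocytes, microglia, erythroid cells, endothelium, choroid plexus, meninges and brainstem; and genes of cell cycle, Shh, Notch, interferon response, calcineurin and NFAT, the respiratory chain, oxidative stress defence, ribosomal proteins, synapse and sex. Three-copy genes were removed from all but the dosage lists and those the study chose. A correlation estimated from members on all 28 arrays was available for 12 lists. Negative estimates were taken as 0, and the p-values with this estimate were adjusted over those 12 lists only. Chance overlap was taken from 100 simulated data sets with the same design, missing values and residual spread, and 100 relabelled groupings were counted for each contrast.

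The groups, tests, lists, alternatives and the rule for named genes were fixed before the data were examined, apart from the tests and alternatives named in the text as chosen later. The rule named, among genes with a symbol, for the mean effect up to 10 passing genes in each direction, for each stage up to 5, for P0 to P10 up to 10 and for the other ages up to 5, the 5 genes with the smallest p for a difference between stages, any member of the three-copy and Mmu12 lists, of the study's constant genes and of its qPCR panel, and up to 4 members per list with the smallest p. The alternatives were the ANOVA, a dye term, a dye term per title prefix, each title prefix alone, other minimum numbers of arrays (9 or all 28), single probes, the best-measured probe, median centring with and without scaling of the spread, the same-stage arrays alone, the array of conflicting labels as P3 or left out, the Xist ratio as a covariate, array weights, robust moderation, other list memberships and summaries, and each array left out in turn.

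The fit was tested on simulated data with 200 changed genes. For the mean effect it called 46% of 1.5-fold, 78% of 2-fold and 100% of 4-fold changes, with 10 false calls among 22225; for the effect at P7 0%, 20% and 76%, and for P0 to P10 0%, 0% and 8%. A simulated three-copy list at 1.5-fold gave a mean of 0.58 on the log2 scale, with 26 of 66 genes called over all genes and 56 adjusted over the list alone.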

Results

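The data are log2 ratios of cerebellar RNA from Ts1Cje mice, which carry the distal part of mouse chromosome 16 (Mmu16) in 3 copies, against euploid mice at postnatal days P0, P3, P7 and P10. Each of the 28 two-colour arrays held 1 Ts1Cje and 1 euploid mouse, 56 mice in all, with 6 mice per genotype at P0 and P10 and 8 at P3 and P7. On 16 arrays, 4 per stage, both mice had the same stage; on the other 12 the stages differed, 2 arrays for each of 6 combinations. The arrays gave 11185 to 23732 probe values each (median 21928.5), and their number limits the precision: the median standard error of a log2 ratio over the 22225 genes and unnamed probes tested was 0.166 for the mean over the 4 stages, 0.351 to 0.401 at 1 stage and 0.503 to 0.789 for a change with age. Arrays are named by the stage of the Ts1Cje mouse and then that of the euploid mouse, so that P7/P10 held a Ts1Cje mouse of P7 and a euploid mouse of P10.

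Averaged over the 4 stages, 4 genes were higher in Ts1Cje cerebellum and none was lower. Dnah11, which encodes a heavy chain of the dynein of motile cilia and lies on Mmu12, was 2.75-fold higher (95% interval 2.12 to 3.57, limma adjusted p = 0.00101), and stood higher in the Ts1Cje mouse on 25 of 27 arrays. Sod1, the cytosolic superoxide dismutase, at the proximal end of the three-copy segment, was 1.72-fold higher (1.46 to 2.03, adjusted p = 0.0056), on 26 of 28 arrays. Cdca7l, a nuclear partner of Myc encoded beside the deleted segment of Mmu12, was 1.93-fold higher (1.53 to 2.44, adjusted p = 0.0405), on 24 of 26 arrays. Phtf1, a membrane protein gene of Mmu3, was 1.40-fold higher (1.27 to 1.55, adjusted p = 0.00678), on 23 of 25 arrays. On the same-stage arrays the mean log2 difference was 1.73 for Dnah11 (SD 0.71, 15 of 15 higher), 0.89 for Sod1 (SD 0.66, 16 of 16) and 1.05 for Cdca7l (SD 0.837, 14 of 15). Next came Atp5o, the three-copy gene of an ATP synthase subunit (1.35-fold, adjusted p = 0.0861), and Vmn1r216, a vomeronasal receptor gene of Mmu13 (1.42-fold, adjusted p = 0.0861). By limma 907 genes had an unadjusted p below 0.05, 433 higher and 474 lower, where 1111.2 would arise by chance, and by the ANOVA of the methods 899. In 9 arrays titled ASJ and 19 titled ATJ taken apart, the log2 ratios of Dnah11 were 2.11 and 1.32, of Sod1 0.76 and 0.77, of Cdca7l 1.16 and 0.89 and of Phtf1 0.61 and 0.43, with limma adjusted p from 0.323 to 0.961. On the 16 same-stage arrays alone only Dnah11 passed (limma adjusted p = 0.464 for Sod1, 0.661 for Phtf1 and 0.983 for Cdca7l), and Cdca7l did not pass with the Xist ratio as a covariate (limma adjusted p = 0.222), with a dye term (0.0528), with a dye term per prefix (0.0645), by the ANOVA after adjustment (0.0607) or without the array of conflicting stage labels (0.0775), at log2 ratios of 0.93 to 0.98. Cdca7l kept its call without P3/P3 replicate 1, P10/P10 replicate 1 or 4, P7/P10 replicate 2, P0/P0 replicate 3, P0/P3 replicate 1, P10/P7 replicate 1 or P7/P3 replicate 2 and lost it without any other single array (20 arrays, adjusted p up to 0.165, without P10/P10 replicate 3); without P10/P10 replicate 4 the count of genes was 7, Atp5o passed without that array, P0/P3 replicate 1 or P10/P7 replicate 2 (adjusted p = 0.0459, 0.037 and 0.0127), and Vmn1r216 passed without P3/P0 replicate 1 (0.0273).

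**Figure D1:**
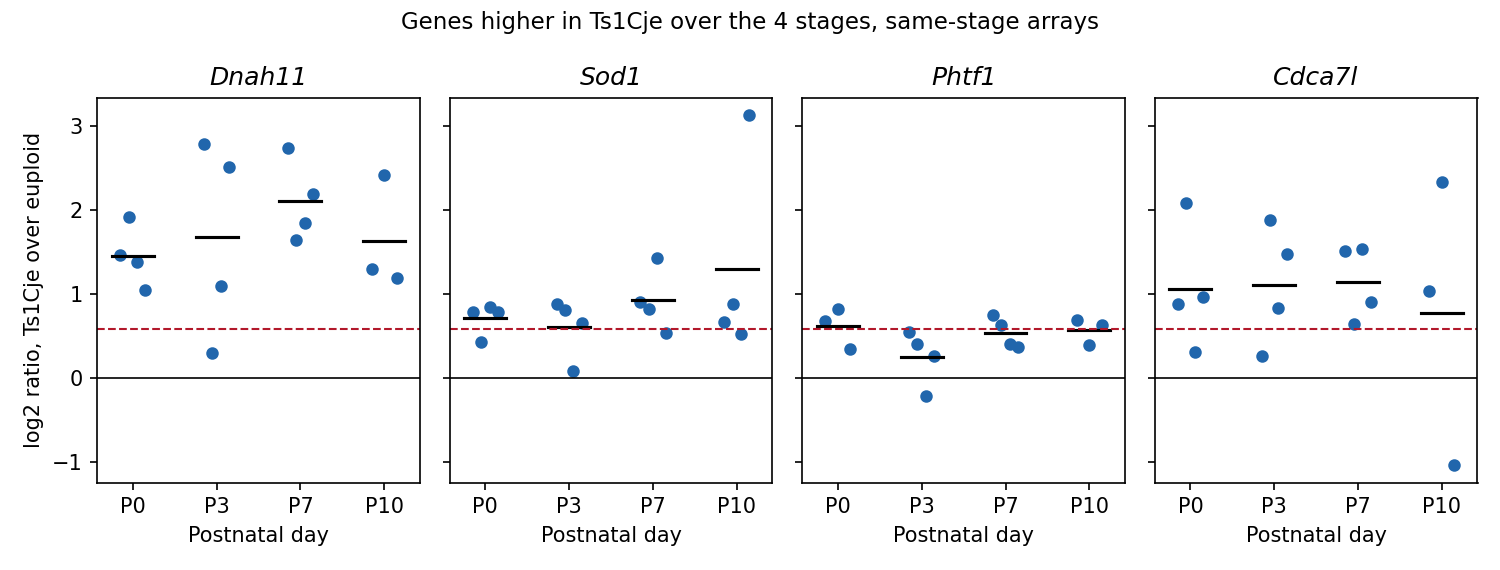
The log2 difference between the Ts1Cje and the euploid mouse on each same-stage array for the 4 genes that passed on average over the stages. Arrays with mice of different stages are not drawn. Counted over all arrays with a value, including those not drawn, Dnah11 was above 0 on 25 of 27, Sod1 on 26 of 28, Phtf1 on 23 of 25 and Cdca7l on 24 of 26.

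The genes of the segment present in 3 copies stood higher together, by less than their copy number. Their mean over 66 measured genes was 0.17 on the log2 scale across the 16 same-stage arrays (SD 0.0896, a ratio of 1.12), above 0 on 15 of the 16. Besides Sod1 and Atp5o, the largest single differences were those of Tmem50b, a transmembrane protein gene (1.57-fold), Ifngr2, a subunit of the interferon gamma receptor (1.43-fold), and Gart, an enzyme of purine synthesis (1.43-fold). Smaller ones were those of Son, a splicing factor (1.30-fold), Itsn1, an endocytic scaffold (1.25-fold), Olig1, a transcription factor of oligodendrocytes (1.21-fold), and Dyrk1a, a kinase of the Down syndrome region (1.18-fold). Adjusted over the list alone, 9 genes passed, with limma adjusted p from 3.33e-05 for Sod1 to 0.0412 for Olig1; adjusted over all genes, 1 did, and 50 of the 66 had a mean above 0. Sim2, a transcription factor gene of the segment, was the 1 member of 18 with an unadjusted p below 0.05 that was lower (log2 ratio -0.22, unadjusted p = 0.0409 by limma). The list's mean differed from 0 (exact sign-flip permutation test over the 16 arrays, two-sided, p = 9.16e-05) and from the 0.585 that a ratio of 1.5 would give (p = 3.05e-05, the smallest possible), and the list differed from all other genes (cameraPR adjusted p = 3.71e-14 with a preset correlation, adjusted p = 3.93e-23 with an estimated one). By stage the mean was 0.18 at P0 (SD 0.0142), 0.19 at P3 (SD 0.0858), 0.16 at P7 (SD 0.15) and 0.13 at P10 (SD 0.083), each over 4 arrays, too few for an exact sign-flip test to reach a p of 0.05 (at P0, P3 and P10 it gave the smallest p possible and at P7 p = 0.25), and the stages did not differ (permutation p = 0.796). Within the ASJ arrays the mean was 0.14 (6 of 6 above 0, exact p = 0.0312), within the ATJ arrays 0.18 (9 of 10, permutation p = 0.00391).

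**Figure D2:**
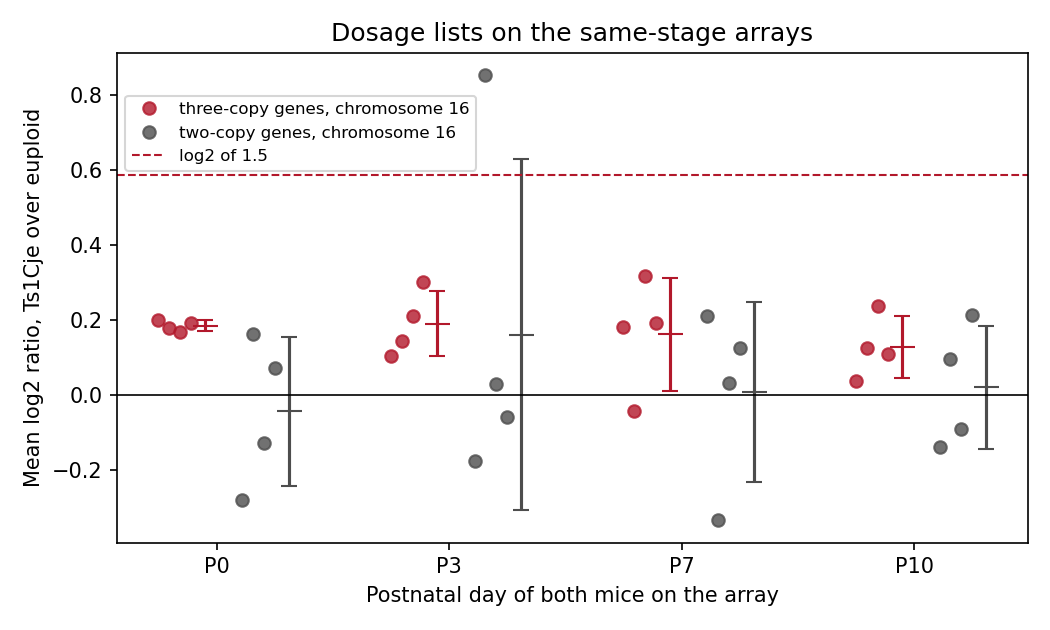
The mean log2 difference between the Ts1Cje and the euploid mouse on each same-stage array, for the genes in 3 copies and those of proximal Mmu16. The three-copy mean lies above 0 on 15 of 16 arrays and below the log2 of 1.5, 0.585, in its mean.

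**Figure D3:**
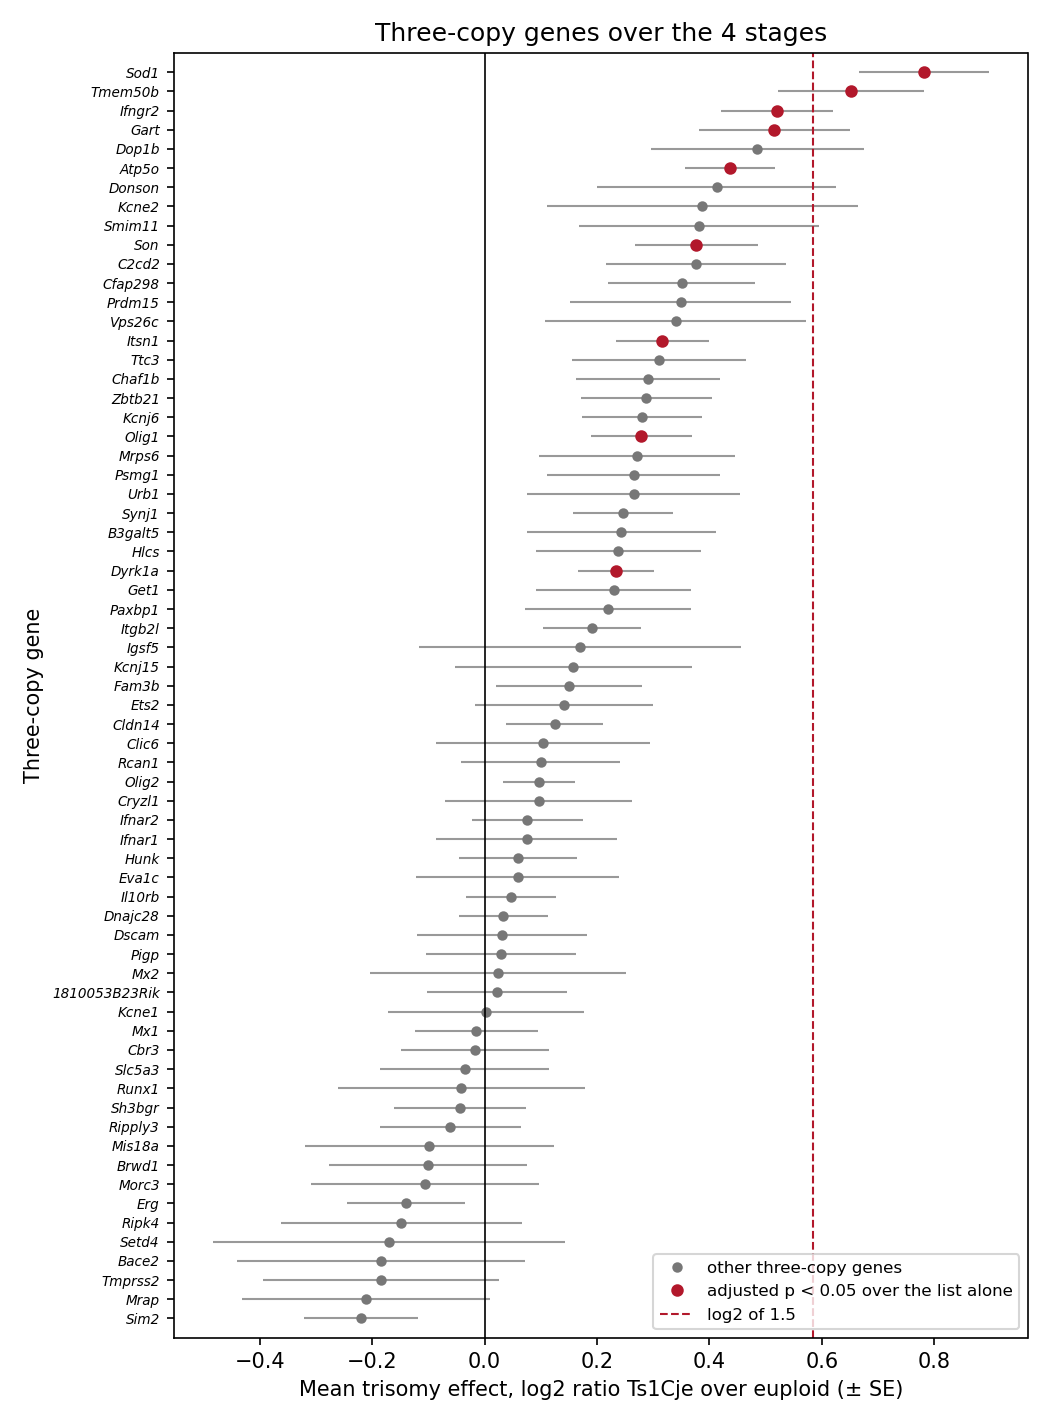
The mean trisomy effect of each of the 66 three-copy genes on the log2 scale. Of these, 50 lie above 0.

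For proximal Mmu16, present in 2 copies in both genotypes, no shift was detected. Its 27 measured genes had a mean of 0.04 on the same-stage arrays (SD 0.273, 9 of 16 above 0, permutation p = 0.662), and -0.01 in the fit. Btg3, an antiproliferative gene with the smallest p of the list, had a log2 ratio of 0.49 (SE 0.253). With an SD of 0.273 between arrays, a shift as large as the three-copy mean could not be excluded, and the 2 lists were not compared with each other. On Mmu12, where the study places a segment lost from 1 chromosome, the 5 measured genes had a mean of 0.28 (SD 0.677, 13 of 16 above 0, permutation p = 0.12). In the fit the mean was 0.30 and the median 0.07, and cameraPR gave an adjusted p of 0.00789 against all other genes (adjusted p = 0.00836 with a correlation estimated from all members); 1 member passed, both over all genes and adjusted over the list alone, and it was Dnah11. The other members were Abcb5, a membrane transporter (-0.31, SE 0.241), the transcription factors Sp8 (0.34, SE 0.359) and Sp4 (-0.06, SE 0.142), and Itgb8, an integrin subunit (0.07, SE 0.252). Of the 4 measured genes beside the breakpoint Cdca7l passed over all genes and adjusted over the list alone, while Vipr2, a neuropeptide receptor, was at -0.40 (SE 0.263), Ptprn2 at 0.09 and Ncapg2 at -0.04; the list's mean was 0.15, its median 0.03 and its cameraPR adjusted p 0.0785. The mean of the one-copy list was 0.49 within the 6 same-stage ASJ arrays (exact p = 0.0312) and 0.15 within the 10 ATJ arrays (permutation p = 0.551), and in a fit of all ATJ arrays 0.01 (cameraPR p = 0.223). By the dye of the Ts1Cje mouse, a split chosen after the values were seen, it was -0.09 on the 14 arrays with Cy5 (SD 0.554, 7 above 0) and 0.56 on the 14 with Cy3 (SD 0.424, 13 above 0), and Cy3 was the dye on 4 of the 6 ASJ and 4 of the 10 ATJ arrays, so the prefixes also differ in dye; with a dye term in the fit the mean was 0.26. The three-copy mean was 0.17 with Cy5 (SD 0.0753) and 0.16 with Cy3 (SD 0.115). At P3 the one-copy mean was -0.32 over 4 arrays (exact p = 0.5), against 0.60, 0.46 and 0.38 at P0, P7 and P10.

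At single stages 1 gene passed: 4833411C07Rik, an unannotated transcript of Mmu8, was lower in Ts1Cje cerebellum at P3, at a ratio of 0.156 (0.0888 to 0.273, limma adjusted p = 0.0242). On the 3 same-stage P3 arrays with a value its mean log2 difference was -3.50 (SD 1.28), and in the fit the log2 ratio was 0.84 at P0, 0.03 at P7 and 0.17 at P10. By limma no gene passed at P0 (984 with an unadjusted p below 0.05; 948 by the ANOVA), at P7 (385; 380) or at P10 (1158; 1148), and at P3 1246 had an unadjusted p below 0.05 (1266 by the ANOVA). By chance 1111.2 would pass the unadjusted threshold at each stage. The limma counts at P0 and P7 lay below this, and those at P3 and P10 somewhat above. The smallest limma adjusted p was 0.359 at P0, 0.833 at P7 and 0.266 at P10. Among the three-copy genes 10, 8, 8 and 9 of 66 had an unadjusted p below 0.05 at P0, P3, P7 and P10, of which 8 at every stage were higher. The P3 result was lost without any of P3/P3 replicate 1 or 4, P3/P0 replicate 1, P7/P3 replicate 1, P7/P7 replicate 3 or 4 and P3/P7 replicate 2 (limma adjusted p from 0.0511 to 0.14), and without P3/P3 replicate 3 the count was 4; 1 gene passed at P0 without P0/P0 replicate 2 or P3/P0 replicate 2 and at P7 without P10/P7 replicate 2, and at P10 2 without P10/P10 replicate 2, 1 without P10/P10 replicate 3 and, unadjusted, 581 without P10/P10 replicate 4. The ASJ arrays held 1 same-stage array of P3, too few for a value by stage within that prefix.

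The effect of trisomy could not be told apart between stages for any gene (limma, 0 with an adjusted p below 0.05, 684 unadjusted). The smallest p was that of 4833411C07Rik (4.91e-05, adjusted p = 0.798); without P0/P0 replicate 2 or without P10/P10 replicate 2, 1 gene passed. Taking unadjusted p below 0.05 at each stage, Dnah11, Sod1 and Phtf1 were higher at all 4 stages, at ratios of 2.38, 2.85, 3.58 and 2.34 for Dnah11, 1.56, 1.45, 1.73 and 2.24 for Sod1 and 1.60, 1.26, 1.40 and 1.37 for Phtf1 from P0 to P10. The Sod1 ratio at P10 rests on P10/P10 replicate 4, at 3.13 on the log2 scale against 0.53 to 0.88 on the other P10 arrays, and was 1.57 without it; the Dnah11 ratio at P10 was 1.75 without P10/P10 replicate 2. With arrays left out in turn, chosen after the data were seen, the count of such genes went from 3 to 1 without P3/P3 replicate 1 or 2 and to 5 without P0/P3 replicate 1. Sod1 was no longer among them when any single array of these was left out: P0/P0 replicate 1 to 4, P3/P3 replicate 1, 2 or 4, P3/P7 replicate 1, P7/P3 replicate 1 or 2, P0/P3 replicate 2 or P7/P7 replicate 4 (unadjusted limma p at P0 or P3 up to 0.115), Phtf1 without P3/P3 replicate 1 or 2 or P10/P10 replicate 1 or 3 (up to 0.107) and Dnah11 without P10/P10 replicate 2 (0.142 at P10). In 100 simulated data sets without any effect the same rule gave 0.08 genes on average and 1 at most, and at an adjusted p below 0.4 no gene met it at all 4 stages; the ANOVA of the methods gave 4 in any direction. Of the tested genes 765 had an unadjusted p below 0.05 both for trisomy at some stage and for development at some stage, against 496.5 for independent lists and 809 to 968 in the simulated data, in which both effects are estimated from the same arrays. The simulated lists differed in size from the observed ones: 3804 to 4127 genes for trisomy against 3505, and 2360 to 2576 for development against 3148. The simulated overlap is thus no matched chance level for the 765 genes. With trisomy taken from the same-stage arrays and development from the other arrays, chosen after the values were seen, 536 of 21659 genes were shared, against 439.4 for independent lists.

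Of the fixed lists of cell types and pathways, ribosomal protein genes had a slightly lower mean in Ts1Cje cerebellum, called with the preset correlation between genes but not with an estimated one or by sign flips. With the preset correlation no list of a cell type passed on all arrays. Purkinje cell markers passed only with the correlation estimated from the members on all 28 arrays. Without the 3 arrays with the fewest values, chosen after the data were seen, the list of astrocytes and Bergmann glia passed (mean 0.08 over 21 members, cameraPR adjusted p = 0.0417). The 36 ribosomal protein genes had a mean of -0.08 on the log2 scale with 10 above 0 (cameraPR adjusted p = 0.00789; adjusted p = 0.267 with a correlation estimated from the members on all 28 arrays, 0.345 from all members, and 0.317 in the sign-flip permutation test); 0 passed over all genes and 0 adjusted over the list alone (limma; 2 lower with an unadjusted p below 0.05, Rpl3 at -0.23 and Rplp0 at -0.64). The list of constantly altered genes had a mean of 0.55 over 10 measured members (cameraPR adjusted p = 1.2e-49), with 3 passing over all genes and 10 adjusted over the list alone. This is not independent evidence, since the study chose that list on these samples. Hsfy2, a member under an older symbol that the matching missed, was at 0.31 (SE 0.164, limma adjusted p = 0.993) and passed with the Xist covariate (0.48, adjusted p = 0.0232), with array weights (0.47, adjusted p = 0.0378), without P10/P7 replicate 2 (0.48, adjusted p = 0.0035) and without the 3 arrays with the fewest values (0.50, adjusted p = 0.00276); with Hsfy2 the list's mean was 0.52 over 11 members (cameraPR adjusted p = 3.71e-48). The list includes Kcnj6, a potassium channel (1.22-fold), Bpifb6, a lipid-binding protein (1.19-fold), and Marchf1, a ubiquitin ligase (1.29-fold). Markers of Purkinje cells had a mean of 0.07 with 16 of 21 above 0 (cameraPR adjusted p = 0.0785), Calb1, their calcium-binding protein, standing at 0.15 (SE 0.0667). The correlation estimated from the Purkinje members on all 28 arrays was -0.0743 and was taken as 0. With it cameraPR gave an adjusted p of 0.0462, adjusted over the 12 lists with such an estimate only. With 0.0524 from all members the cameraPR adjusted p was 0.302, and in the sign-flip permutation test it was 0.901. The list of external granule layer genes, chosen in other samples, had a mean of 0.18 over 9 members (cameraPR adjusted p = 0.103), with 1 passing over all genes and adjusted over the list alone, Cdca7l. The study found members of that list both higher and lower in that layer, so its mean has no set direction. Cdca7l was among the lower ones there and stood the other way here. The panel of 16 two-copy genes chosen for qPCR had a mean of -0.07 (cameraPR adjusted p = 0.416) and no member passing adjusted over the list alone. Grin1, a subunit of the NMDA receptor, had the smallest p (-0.25, SE 0.0862, limma adjusted p = 0.993 over all genes and 0.132 adjusted over the list alone). By qPCR at P0 the study reports Shh and Ptch1 of this panel as slightly higher. In the simulation 46% of 1.5-fold changes were called for the mean effect, so smaller changes could be missed here. No other list passed: means were -0.05 for granule cell precursors, -0.02 for granule neurons, 0.10 for GABAergic interneurons, 0.06 for astrocytes and Bergmann glia, -0.02 for oligodendrocytes, 0.07 for microglia, 0.09 for endothelium, 0.03 for meninges, -0.08 for choroid plexus, -0.03 for erythroid cells and 0.06 for brainstem, and -0.03 for cell cycle, -0.06 for Shh, 0.00 for Notch, -0.03 for interferon response, -0.05 for calcineurin and NFAT, -0.02 for oxidative stress defence, 0.00 for the respiratory chain, -0.01 for synapse and -0.01 for sex genes, with cameraPR adjusted p from 0.301 to 0.969. Mean, median and test did not all have the same sign for proximal Mmu16 and for the granule neuron, oligodendrocyte, erythroid, Notch and sex lists.

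In euploid cerebellum a water channel of astrocytes rose and 3 genes of early development fell between P0 and P10. Aqp4, the aquaporin of astrocyte endfeet, rose 2.87-fold by P3, 9.14-fold by P7 and 10.4-fold by P10 (6.29 to 17.3 at P10; limma adjusted p = 0.0156, 3.69e-06 and 5.97e-05). Cyp26b1, an enzyme that breaks down retinoic acid, fell to 0.163 of its P0 level by P7 and to 0.0625 by P10 (adjusted p = 0.00674 and 0.00108). Nnat, an imprinted gene of developing neurons, fell to 0.314 by P7 and to 0.214 by P10 (adjusted p = 0.0341 and 0.0113). Vim, the intermediate filament of radial glia, was at 0.261 of its P0 level by P10 (adjusted p = 0.0386). These were all of the genes passing by limma, 1 at P3, 3 at P7 and 4 at P10, with 1357, 1434 and 1537 at an unadjusted p below 0.05 (1447, 1589 and 1681 by the ANOVA, and 2, 23 and 15 after adjustment). The age difference came with a difference in sex on the arrays: Xist, transcribed in females, was lower in the older mouse on 11 of the 11 cross-stage arrays with a value (log2 -5.50 to -1.92), and Eif2s3y, a Y-linked gene, was higher on 9 of 12. With the Xist ratio as a covariate 0, 2 and 2 genes passed, Aqp4 and Cyp26b1 at P7 and P10, while the log2 changes of the genes that lost their call stayed near those without it (Aqp4 1.56 against 1.52 at P3, Nnat -1.43 against -1.67 at P7 and -1.93 against -2.23 at P10, Vim -1.97 against -1.94 at P10) with larger standard errors, and with the array of conflicting stage labels read as P3 0, 1 and 1; development was not fitted within a title prefix. Single arrays moved the counts: P0 to P3, 0 without P0/P3 replicate 2 (Aqp4 adjusted p = 0.0917), 2 without P0/P0 replicate 3, P3/P7 replicate 2 or P3/P3 replicate 3, 3 without P0/P0 replicate 2 or P7/P7 replicate 2, 4 without P7/P3 replicate 1 or P0/P0 replicate 4, 6 without P3/P0 replicate 1, 7 without P0/P3 replicate 1 and 8 without P3/P0 replicate 2; P0 to P7, 5 without P3/P7 replicate 1, P7/P7 replicate 2 or P3/P3 replicate 2, 6 without P3/P0 replicate 1 or P7/P10 replicate 2, 7 without P10/P7 replicate 2 and 11 without P0/P3 replicate 1; P0 to P10, 2 without P7/P10 replicate 2 or P3/P0 replicate 1 (Nnat adjusted p = 0.104 and 0.0596) and 23 without P7/P10 replicate 1. At P7 Nnat kept its call only without P7/P7 replicate 1, 2 or 3, P0/P0 replicate 2 or 4, P10/P10 replicate 1, 3 or 4, P7/P10 replicate 2, P3/P3 replicate 2 or 4, P0/P3 replicate 1 or P10/P7 replicate 2 (adjusted p up to 0.117 otherwise), and at P10 Vim only without P7/P10 replicate 1, P7/P7 replicate 1, 2 or 3, P3/P3 replicate 1, 2 or 4, P0/P3 replicate 1, P10/P7 replicate 1 or 2 or P10/P10 replicate 4 (up to 0.255 otherwise).

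**Figure D4:**
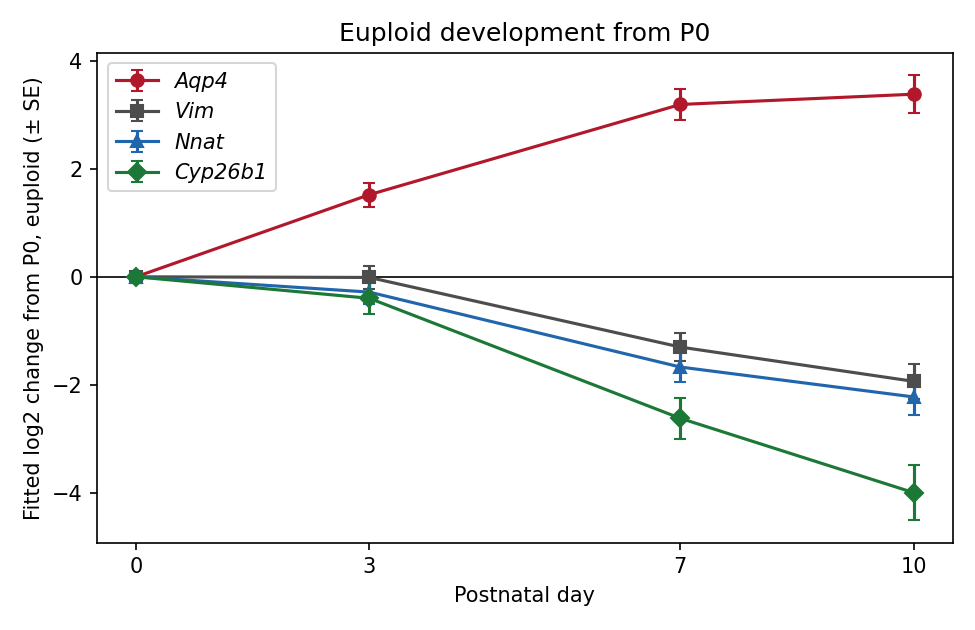
Fitted change from P0 in euploid cerebellum on the log2 scale, with standard errors. Aqp4 reaches 3.38 at P10, and Nnat -2.23.

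Granule neuron genes rose as a group from P0 to P7 and P10. With the preset correlation between genes, astrocyte genes also rose to P3 and P7 and ribosomal protein genes fell to P7 and P10; the astrocyte call was lost with 1 of 2 estimates of the correlation and the ribosomal call with both. The 22 markers of astrocytes and Bergmann glia had a mean of 0.35 at P3 and 0.58 at P7 (cameraPR adjusted p = 0.00146 and 0.00127; adjusted p = 0.329 and 0.186 with a correlation estimated from the members on all 28 arrays, 0.00523 and 0.00565 from all members), with Aqp4 passing over all genes and Gja1, the gap junction protein of astrocytes, adjusted over the list alone (1.42 at P3, limma adjusted p = 0.0017). At P7 2 members passed higher adjusted over the list alone, Aqp4 and Gfap (2.28, limma adjusted p = 0.00368), and 1 lower, Vim (-1.30, adjusted p = 0.000824). At P10 the mean was 0.46 (adjusted p = 0.204), and of 2 members passing over all genes Aqp4 was higher and Vim lower; Gfap, an astrocyte filament, was at 2.29 (0.0193 adjusted over the list alone). The 19 granule neuron markers had a mean of 0.31 at P7 and 0.63 at P10 (cameraPR adjusted p = 0.00425 and 0.000943; adjusted p = 0.00565 and 0.00161 with a correlation estimated from all members), with 0 passing over all genes; adjusted over the list alone Neurod1, a transcription factor of granule neurons, passed at both ages (1.19 and 1.48, limma adjusted p = 0.00382 and 0.00397) and Nfia, a nuclear factor of granule cell maturation, at P7 (0.79, adjusted p = 0.0213). The 36 ribosomal protein genes had a mean of -0.28 at P7 and -0.43 at P10 (cameraPR adjusted p = 0.00127 and 0.000145; adjusted p = 0.186 and 0.138 with a correlation estimated from the members on all 28 arrays, 0.217 and 0.164 from all members), with 0 passing over all genes or adjusted over the list alone; Rpl22 was at -1.73 and Rps15 at -0.61 at P7, Rps15 at -0.80 and Rpl11 at -1.04 at P10. The list of constantly altered genes had a mean of 0.33 at P3 (cameraPR adjusted p = 0.033, 0 passing; adjusted p = 0.143 with a correlation estimated from all members). Markers of oligodendrocytes had a mean of 0.32 at P7 (cameraPR adjusted p = 0.0521; adjusted p = 0.0393 with a correlation estimated from all members, chosen after the data were seen) and of 0.36 at P10 (cameraPR adjusted p = 0.203) with 0 passing over all genes and 4 adjusted over the list alone: Mbp, the myelin basic protein (4.64, limma adjusted p = 0.000533), Trf, the iron carrier transferrin (2.18, adjusted p = 0.0307), and Cnp, a myelin enzyme (1.88, adjusted p = 0.04), were higher and Pdgfra, the growth factor receptor of their precursors (-3.08, adjusted p = 0.0307), was lower. Over all genes Mbp had a limma adjusted p of 0.0846; it passed without P3/P3 replicate 2 (0.0241) or P10/P7 replicate 2 (0.0187). The sex of the mice moved with age on the same arrays, as Xist showed.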

Values the study reported

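At an unadjusted ANOVA p below 0.05 the study counts 824, 1164, 372 and 532 two-copy genes and 11, 13, 12 and 11 three-copy genes that differ between Ts1Cje and euploid cerebellum at P0, P3, P7 and P10. It counts 1476, 1930 and 1592 two-copy genes that change with development from P0 to P3, P7 and P10, and 1187 genes with both effects. It lists 13 genes that differ at all stages, with ratios at P0, P3, P7 and P10 of 1.56, 1.43, 1.89 and 1.64 for Sod1, and of 2.42, 2.63, 3.94 and 3.02 for Dnahc11, the older name of Dnah11. By qPCR of cerebellum at P0 it reports the three-copy genes tested as higher, with a mean ratio above 1.5.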

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

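The test for a dye bias of the Dnah11 and Cdca7l probes was chosen only after the results were seen. Each same-stage group of 4 arrays was examined on several measures for a single array far from the others. Of 41 such combinations of group and measure 4 had one. Chance flags about 1 in 20, but the combinations share arrays and are not independent. Sod1 was 0.43 on the log2 scale on P0/P0 replicate 2, below the 0.79 to 0.85 of the other P0 arrays, and 3.13 on P10/P10 replicate 4, above the 0.53 to 0.88 of the other P10 arrays. The study's constant genes had a mean of 0.75 on P0/P0 replicate 2, above the 0.51 to 0.55 of the others. P0/P0 replicate 1 gave values for 16790 of the 23219 genes and unnamed probes, against 20520 to 20990 on the other P0 arrays. Arrays with mice of different stages were not examined in this way. Among them P10/P7 replicate 2 had the fewest values of all arrays, 10794. P10/P10 replicate 4, with 15773, also had fewer than P0/P0 replicate 1 but was not flagged within its group.

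Dnah11 and Cdca7l, neighbours on Mmu12 and 2 of the 4 genes higher in Ts1Cje on average, lie inside (Dnah11) and beside (Cdca7l) the segment that the study places in 1 copy. A dye bias of the probes is unlikely, since the smaller mean by dye was 0.86 (Cdca7l with Ts1Cje on Cy3, SE 0.193, higher on 12 of 13 arrays), and Dnah11 was 1.24 with Ts1Cje on Cy5 and 1.74 on Cy3. The sex of the paired mice is unlikely to be the cause, since the smaller effect with the Xist ratio as a covariate, Cdca7l, was 0.93 (SE 0.188, limma adjusted p = 0.222), and Dnah11 was 1.58 (SE 0.165, adjusted p = 0.000175). No biological explanation was tested, and an effect of the lost copy and changed regulation at the breakpoint remain open. Probe sequences were not available, so whether the probes measure only these genes was not tested either. In the external granule layer at P0, on another platform, the study found Cdca7l lower in Ts1Cje, opposite to its direction here.

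The mean of the three-copy genes stayed below the log2 of 1.5, 0.585. Noise of poorly measured probes, taken only as scatter between arrays, is unlikely to be the cause. The third of the genes with the smallest residual spread had a mean of 0.18 (0.178, SE 0.0493, 22 genes) and that with the largest 0.11. Spots missing on many arrays are unlikely to be the cause, since the 35 genes with a value on 26 or more arrays had a mean of 0.19 (0.192, SE 0.0335) and the other 31 had 0.12. Neither split shows how far the signal of a gene lies above background, which is not in the values. Low signal was thus not excluded as a cause. Compression of ratios by the array or by the normalization was not tested, and neither was buffering of the transcripts. Averaged over the stages, Dyrk1a, Olig1, Kcnj6, Son, Rcan1 and Dscam had ratios of 1.18, 1.21, 1.22, 1.30, 1.07 and 1.02 here. The methods of the study name these genes for qPCR at P0, where the three-copy mean, quoted above, was larger. The low mean on these arrays is thus no estimate of buffering.

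The P7 array with conflicting labels, P7/P7 replicate 4, could hold a euploid mouse of P3. The slope of its log2 ratios on the P3-to-P7 change, fitted without it, was 0.0201, within the range of the other P7/P7 arrays (-0.09 to 0.08) and below the P7/P3 arrays (0.26 and 0.38), each array's slope coming from a fit without that array and without this one. A euploid mouse of P3 is thus unlikely (slope 0.0201), and one of P7 is consistent with the same slope.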

How the results depend on the processing

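Leaving out the 3 arrays with the fewest values, the correlation from all members, the lists with the Xist covariate, the three-copy list in reference order, Hsfy2 counted among the study's constant genes, the genes at all 4 stages with each array left out and the overlap from separate arrays were chosen only after the data were seen. Of the main counts and list means under alternatives other than leaving out 1 array, 164 stayed the same, 41 moved and 1 lost its call; of the other values, those of named genes and counts by direction or at unadjusted p, 1015 stayed the same, 38 counts moved, 37 genes' values lost and 20 gained a call and 3 changed sign. Counts were compared by number alone, whichever genes passed, and list means by their sign and unadjusted cameraPR p. The cause of a change was not tested unless fewer arrays or genes show it. No paired analysis was possible because the labels used here carry no litter or pup numbers, so the effect of litter was not examined; the study's list of litters was not used here, and the log2 ratio of each array already compares 1 Ts1Cje with 1 euploid mouse. Precision is limited by the number of arrays, and the signal over background of single spots is not in the values.

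Genes passing moved as follows. With the ANOVA after adjustment there were 0 at P3 and 2, 23 and 15 for P0 to P3, P7 and P10. With only the genes on all 28 arrays, a far smaller set, there were 0 at P3, 1 for the mean effect and 0 for P0 to P3. For P0 to P7 and P0 to P10 that set gave 3 and 3, and 0 of these were among the genes passing in the main fit. With scaling of the spread there were 0 at P3, 9 for the mean effect and 1 for P0 to P7. The 16 same-stage arrays gave 1 for the mean effect. With the conflicting array as P3 there were 0 at P3 and 0, 1 and 1 for P0 to P3, P7 and P10, and without it 0 at P3. A dye term per prefix gave 5 for P0 to P7. Alone, the ASJ and the ATJ arrays gave 0 and 0 for the mean effect, Vipr2 at 0.30 and Calb1 at -0.01 (-0.0138) in ASJ and Sp4 at 0.03 (0.0348) and the one-copy list at 0.01 (0.00645) in ATJ, each from fewer arrays. The Xist covariate gave 0 at P3, 0 for P0 to P3 and 2 for P0 to P10, with 1 list passing for P0 to P3 and 5 for P0 to P7, where the respiratory chain (-0.30, cameraPR adjusted p = 0.00653) and oxidative stress defence (-0.48, adjusted p = 0.0334) gained a call; the constant genes lost theirs at P3. Array weights gave 3 at P7, 5 at P10, 10 for the mean effect and 5 for P0 to P7. Without the 3 arrays with the fewest values there were 2 at P7, 9 for the mean effect and 5 for P0 to P7, and 7 lists for the mean effect and 6 for P0 to P7; those that gained a call were, for the mean effect, astrocytes and Bergmann glia (0.08), external granule layer genes (0.22) and the genes beside the Mmu12 breakpoint (0.24), each at cameraPR adjusted p = 0.0417, for P0 to P3 granule cell precursors (0.30, adjusted p = 0.0146), and for P0 to P7 granule cell precursors (0.27, adjusted p = 0.0411), oligodendrocytes (0.32, adjusted p = 0.0402) and the respiratory chain (-0.19, adjusted p = 0.0375). A dye term added oligodendrocytes for P0 to P7 (0.34, adjusted p = 0.0427). A correlation estimated on all 28 arrays existed for 12 lists only. Of these, 2 passed for the mean effect and 0, 0 and 0 for P0 to P3, P7 and P10. With the correlation from all members, 1 list passed for P0 to P3 and 1 for P0 to P10. By sign flips 2 passed for the mean effect. At an adjusted p below 0.4, 0 genes passed at all 4 stages, and at unadjusted p with each array left out 1 to 5 did. The three-copy mean of 0.16 ranged from 0.11 (ASJ alone) to 0.24 (the 33 members named in the study's text, more than 1.5 times the main value), with a median of 0.15 and a mean of 0.15 over the 73 genes in reference order; the one-copy mean of 0.30 ranged from 0.01 (ATJ alone) to 0.50 (ASJ alone), with a median of 0.07. With Hsfy2 counted among the constant genes the number of lists passing did not change. Leaving out each array in turn gave 0 to 1 genes at P0, 0 to 4 at P3, 0 to 1 at P7, 0 to 2 at P10, 3 to 7 for the mean effect, 0 to 1 for a difference between stages, 0 to 8, 2 to 11 and 2 to 23 for P0 to P3, P7 and P10, a three-copy mean of 0.15 to 0.16 (0.147 to 0.164) and a one-copy mean of 0.21 to 0.38. The unadjusted cameraPR p of the three-copy list was then at most 1.7e-12 and that of the one-copy list at most 0.0141. These p were not adjusted over the lists, so whether the adjusted call of the one-copy list held was not examined.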

Other observations

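No test in this part was chosen only after the result was seen. Further groups in euploid development held members that passed adjusted over the list alone and none over all genes. By P10 Foxp2, a transcription factor of Purkinje cells, was at -3.79 on the log2 scale (SE 0.71, limma adjusted p = 0.000503 over the list alone), while the 21 Purkinje cell markers had a mean of 0.08 (cameraPR adjusted p = 0.77); over all genes Foxp2 passed without P7/P10 replicate 1 (adjusted p = 0.00869) or P10/P10 replicate 3 (0.0244). Pcna, the sliding clamp of DNA replication, was at -1.39 by P10 (0.00535 adjusted over the list alone) and Stmn1, a regulator of microtubules, at -1.22 (0.0633), while the 49 cell cycle genes had a mean of -0.06 (cameraPR adjusted p = 0.325). At P3 Igf2, a growth factor of the meninges, was at 1.84 (0.00409 adjusted over the list alone) and Ccnd2, a cyclin of granule cell precursors, at 0.74 (0.0248); the lists' means were 0.21 and 0.34 (cameraPR adjusted p = 0.419 and 0.0691).

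At the threshold of the study, by the same ANOVA, 1139 two-copy genes differed at P10. That is higher than the value quoted from the study above. By limma the count at P10 fell from 1158 to 581 without P10/P10 replicate 4, and the counts here are over 22225 genes and unnamed probes. The study tested fewer. At that threshold 8 three-copy genes differed at P3. That is lower than the value quoted from the study above. At that threshold 4 genes differed at all stages in any direction. That is lower than the value quoted from the study above, and Pcp4 and 1700021N20Rik of that list had no probe here. At that threshold 937, 1258 and 372 two-copy genes differed at P0, P3 and P7, 11, 8 and 9 three-copy genes at P0, P7 and P10, 1446, 1586 and 1674 two-copy genes between P0 and P3, P7 and P10, and 892 genes had both effects. These lie within 1.5 times the values quoted above. They come from the same arrays, and by chance 1111.2 of the 22225 would pass this threshold in each contrast. Only numbers were compared, not which genes they held, so the similar counts are no independent evidence.

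Of 100 groupings of the arrays for each contrast, the real one among them, all 100 reach a real count of 0, as at P0 (highest other 5), P7 (highest other 0), P10 (highest other 2) and for differences between stages (highest other 2), so nothing was tested there. At P3 18 of 100 reached the 1 gene (highest other 19), and chance could not be excluded. For the mean effect 1 of the 100, the real one, reached its 4 genes (highest other 1), but 33 reached its 907 genes at unadjusted p (highest other 1313), which is consistent with chance for the longer list. For development 9 of 100 reached the 1 gene of P0 to P3 (highest other 2), where chance could not be excluded, 3 the 3 genes of P0 to P7 (highest other 136) and 1 the 4 genes of P0 to P10 (highest other 2). The unadjusted counts at P0, P3, P7 and P10 were reached by 77, 81, 50 and 56 of 100 groupings. Those for P0 to P3, P7 and P10 were reached by 39, 28 and 18, so chance could not be excluded for any of these longer lists. The groupings with 136 genes for P0 to P7 and 19 at P3 call many times more than the real one, and the reason was not tested. The three-copy mean of 0.16 was reached in 1 of 100, the real one (highest other 0.12).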
